# Secretory microRNA Profiles of Third- and Fourth-Stage *Dirofilaria immitis* Larvae with Different Macrocyclic Lactone Susceptibility: In Search of Biomarkers for Early Detection of Infection

**DOI:** 10.3390/pathogens10070786

**Published:** 2021-06-22

**Authors:** Lucienne Tritten, Erica J. Burkman, Tobias Clark, Guilherme G. Verocai

**Keywords:** diagnostic biomarkers, *Dirofilaria immitis*, heartworm, microRNA, early diagnosis, drug resistance, macrocyclic lactones, ivermectin

## Abstract

The canine heartworm, *Dirofilaria immitis*, is among the most important parasites of dogs in the United States and worldwide, and may cause severe and potentially fatal disease. Current diagnostic recommendations rely on serological detection of an adult female antigen, and visualization of microfilariae in the blood. Therefore, a reliable diagnosis can be only performed approximately six months post-infection. There is a growing need to characterize novel diagnostic markers that are capable of detecting the early stages of heartworm infection, in special markers associated with third-stage larvae (L3) and fourth-stage larvae (L4). The early detection of infection would guide medical interventions that could impede the development of patent infections and further parasite transmission. We cultured *D. immitis* L3 and L4 of two laboratorial strains with different susceptibility statuses to macrocyclic lactone drugs in vitro. Excretory/secretory microRNAs were sequenced and analyzed. We identified two miRNA novel candidates secreted abundantly by both L3 and L4 of both strains. These candidates were previously detected in the secretions of other *D. immitis* stages and one of them was found in the blood of *D. immitis*-infected dogs. These miRNAs have not been found in the secretions of other nematodes and could be *D. immitis*-specific diagnostic biomarkers, which could allow for the early detection of infection.

## 1. Introduction

The canine heartworm, *Dirofilaria immitis*, is arguably the most important parasite of dogs in the United States of America (USA) and across many countries worldwide. Heartworm is known to cause severe and often fatal disease in infected dogs, cats, and ferrets [1,2]. In addition to being the most prevalent filarial parasite of dogs in the country, heartworm incidence has been increasing in recent years, particularly in the southeastern United States [3].

The current guidelines of the American Heartworm Society recommend annual testing of all dogs in order to ensure the achievement and maintenance of successful prophylaxis. This recommendation includes the concurrent use of both an antigen detection test and a microscopy-based microfilariae (mf) detection test [4]. Currently, commercially available immunodiagnostic assays for the detection of heartworm antigens are used widely by practicing veterinarians and diagnostic laboratories. Such antigen detection tests target proteins secreted by mature adult *D. immitis* females. Despite their high sensitivity and specificity [4,5], a diagnosis can be only achieved approximately six months post-infection, which coincides with the average pre-patent period of heartworm.

There is a growing need to explore and characterize novel heartworm biomarkers that are capable of detecting the early stages of infection, that is, infections that are less than six months old. Earlier infections can be characterized by the presence of third-stage larvae (L3) and fourth-stage larvae (L4) and/or young adults (L5) within the organism of a definitive host, and the absence of sexually mature adult female and male worms in the hosts’ pulmonary arteries [6]. An early diagnosis of heartworm infection in conjunction with appropriate clinical management could be beneficial for the health and wellbeing of the infected individual and beyond by impeding the development of patent infections. As a consequence, fewer dogs would become reservoirs for infection of suitable Culicidae mosquito vectors, impacting heartworm transmission at a local scale. In addition, dogs would be less likely to progress into severe and/or fatal clinical heartworm disease.

Helminth parasites, particularly, have evolved sophisticated mechanisms of communication with their hosts. Various molecules secreted or excreted by helminths have been shown to participate in these processes [7,8]. Among them are microRNAs (miRNAs), short non-coding RNA molecules of 18–25 nucleotides in length, with important post-transcriptional regulatory functions of gene expression. The presence and detectability of nematode-specific miRNAs in hosts’ biofluids make them attractive diagnostic biomarker candidates for a wide range of diseases, and require minimal invasion [9]. To date, a handful of studies described the secreted miRNA profiles of various filarial nematodes, including *D. immitis* [9,10,11,12,13]. Such parasitic nematode-derived miRNAs have been found circulating in biological fluids (e.g., serum, plasma) and tissues of naturally infected hosts. The acknowledged presence of specific parasitic nematode-derived miRNAs in host serum and plasma highlights their potential as biomarkers of infection by filarioid species of veterinary and public health relevance [14,15].

Previously, *D. immitis*-derived miRNAs have been characterized in the plasma of dogs with patent experimental infections (therefore, with the concomitant presence of mf and adults) [9]. In addition, it was shown that some *D. immitis*-derived secretory miRNAs are differentially expressed across developmental stages or sexes of adults, highlighting their potential as markers for detecting the early stages of heartworm infection [16]. Additionally, nematode-derived miRNAs have been detected in the blood of animals and humans infected with tissue-dwelling filarial nematodes such as *Onchocerca volvulus*, *O. ochengi*, and *Loa loa*, which, similarly to *D. immitis* L3 and L4, do not reside in the circulatory system [10,12,17].

In order to assess the potential of *D. immitis*-derived miRNAs as diagnostic candidates in vivo, various elements remain to be clarified. In this study, we aimed to assess whether selected *D. immitis* L3 and/or L4-derived miRNAs in vitro may be biomarker candidates for the early detection of infection, both in terms of abundance and species specificity, as well as the consistency of stage-specific miRNA secretion across replicates and *D. immitis* laboratorial strains with different susceptibilities to macrocyclic lactone drugs. We compared our results to the existing literature and identified two novel miRNA candidates secreted abundantly by both L3 and L4 developmental stages and in both strains.

## 2. Results

### 2.1. Libraries and General Results

Six samples from each strain, Yazoo (resistant to macrocyclic lactones) and Missouri (susceptible to macrocyclic lactones) were analyzed, encompassing three replicates from L3, and three from L4. 

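Small RNA was sequenced from culture medium, so the libraries describe the medium in which *D. immitis* larvae were kept and not the larvae themselves. Dead larvae were removed at each collection, and their share of the miRNAs was not measured. There were 3 libraries each of Yazoo L3, Missouri L3, Yazoo L4 and Missouri L4. RNA of the 2 strains was always extracted separately, so strain and extraction cannot be told apart. The L3 medium was that of culture days 2 and 4, the L4 medium that of days 8 and 12. The deposited table gives for each mature miRNA and library a count and a normalized count. Before deposit, low-quality reads and adapters were filtered out, sequences matching Rfam were removed, and the remaining sequences were aligned to nematode miRNAs of miRBase. The aligner and the genome build are not given in the sources used here. The paper gives the depth of the libraries as sequenced reads, whereas the values here use the far fewer counts that the table assigns to miRNAs. These totaled 5230 to 13502 counts in Yazoo L3 (median 13394), 2422 to 24301 in Missouri L3 (median 12631), 31335 to 180153 in Yazoo L4 (median 61772) and 112753 to 261543.5 in Missouri L4 (median 139884.5). The median L4 library held 9.71 times the counts of the median L3 library.

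The authors divided each count by a library size parameter, which ran from 0.186 in Missouri L3 replicate 3 to 6.03 in Missouri L4 replicate 3. Of 665 counts above 0, only 5 were below 5, so that a listed 0 may stand for up to 4 counts. A count of 5 equals 26.9 normalized counts in Missouri L3 replicate 3 and 0.829 in Missouri L4 replicate 3. For the comparisons, counts of the same sequence were summed, rounded to whole numbers and tested with edgeR's quasi-likelihood test, with the authors' library size parameters as scaling and Benjamini-Hochberg adjustment. The p-values rest on the spread between these libraries, since no source used here ties a library to one of the cultures in Table 4. edgeR draws that spread in part from all miRNAs together. The SE of a miRNA can therefore exceed the spread of its own normalized counts. Reads carried no molecular identifiers that the sources describe, so the depth limits stated here cover counting error only.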

Libraries contained between 5.49 and 10.86 million reads. Across all samples (i.e., strains and stages), a total of 187 unique mature miRNAs with different degrees of confidence were discovered (Supplementary Table S1). 

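In the 12 libraries, 182 mature sequences were counted, on 186 lines of the deposited table. The 34 sequences of group 1, known nematode miRNAs whose precursors map to a genome, took 93.3% of all counts. Groups 2a, 2b and 3 held 23, 7 and 12 sequences, with 3.55%, 0.293% and 0.712% of the counts. The 106 predicted candidates of group 4 took 2.1% of the counts, and 74 of them were counted in 1 library only, as were 15 of the other 76 sequences. Only 13 sequences were counted in every library, among them members of the miR-100 family, bma-lin-4, asu-let-7-5p, bma-miR-81_R+1 and PC-5p-7293_584.

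The L4 libraries held more miRNAs than the L3 libraries when all counts were used. The number per library was 38.3 ± 6.03 (SD, n = 3) in Yazoo L3, 41.0 ± 17.5 in Missouri L3, 66.3 ± 16.3 in Yazoo L4 and 76.0 ± 9.64 in Missouri L4. The mean difference was 31.3 miRNAs (two-sided exact permutation test within strains, p = 0.005, the smallest p that the 400 arrangements allow). With every library thinned to 2422 counts and at least 5 counts required, the numbers were 18.4 ± 1.24, 20.4 ± 3.90, 18.6 ± 2.61 and 20.1 ± 7.60 in the same order (SD, n = 3, mean of 100 draws). The difference between stages was then smaller than the spread between libraries (two-sided exact permutation test, p = 0.99), and its sign turned with other minimum counts.

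**Figure D1:**
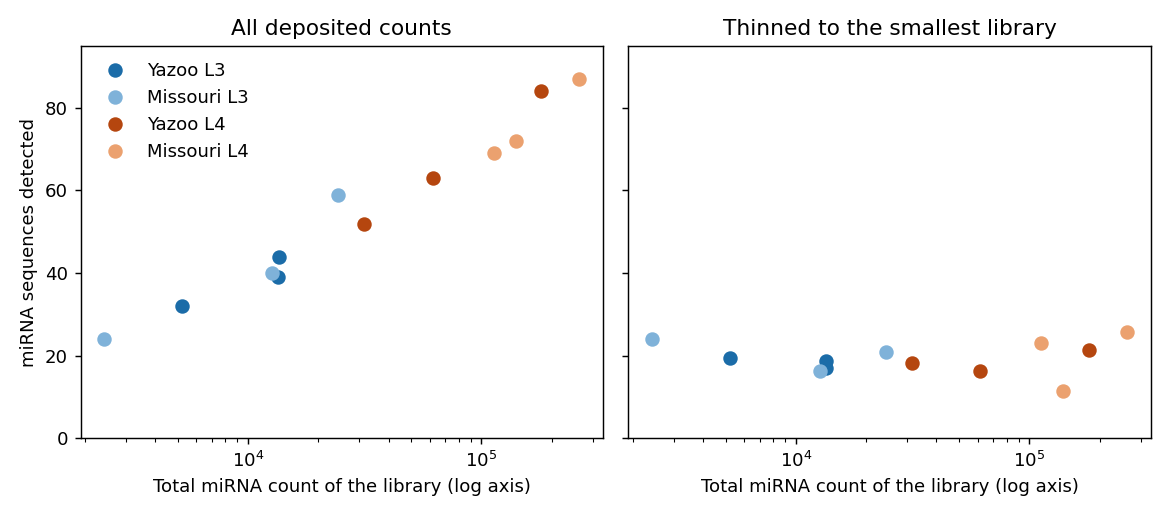
Number of miRNA sequences detected in each library (vertical axis) against the library's total miRNA count (horizontal log axis), with all deposited counts (left) and after thinning to the smallest library (right). Each point is 1 of the 12 libraries, colored by strain and stage, and the L4 libraries stand above most L3 libraries in the left plot but not in the right.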

For the subsequent analyses, we stratified the data by strain and/or stage (Supplementary Tables S2–S5).

### 2.2. Strain and Stage Specificity

We considered all miRNA candidates for our initial analysis, including those with no known orthologues among nematode sequences available in miRBase. We identified a total of 187 mature miRNA sequences across all six samples (Supplementary Table S1). The level of agreement between both strains and the two stages was high. 

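The libraries of all 4 groups ranked their miRNAs in broadly similar orders. Over the 182 sequences, Spearman's correlation between 2 libraries ran from 0.346 to 0.862, with a median of 0.607 over the 66 pairs of libraries. Pearson's correlation of log2(normalized count + 1) had a median of 0.803. Over the 13 miRNAs counted in every library, Spearman's correlation ran from 0.467 to 0.978. The 3 Missouri L4 libraries were most alike among themselves, with a mean Spearman correlation of 0.711, followed by Yazoo L4 with 0.641, Yazoo L3 with 0.623 and Missouri L3 with 0.497. Missouri L3 also held the library with the fewest counts. These correlations are across miRNAs, which are not independent replicates.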

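The miR-100 family, which is related to the miR-51 family of *C. elegans*, made up 57.8% to 82.3% of the counts in each L3 library and 52.4% to 80.5% in each L4 library. bma-miR-100a_R+1 alone took 43.6% ± 2.19 (SD, n = 3) in Yazoo L3, 39.9% ± 5.60 in Missouri L3, 37.9% ± 16.3 in Yazoo L4 and 42.1% ± 12.6 in Missouri L4. It ranked 1 in every library except Yazoo L4 replicate 2, where bma-lin-4 led with 28.1% of the counts. bma-lin-4, which times early larval development in *C. elegans*, took 13.9% ± 2.40 in Yazoo L3, 16.6% ± 9.65 in Missouri L3, 20.8% ± 7.52 in Yazoo L4 and 22.7% ± 4.26 in Missouri L4 (SD, n = 3). asu-let-7-5p, which times the last larval stages in *C. elegans*, ranked 5 in both L3 groups, 9 in Yazoo L4 and 23 in Missouri L4. The 4 most abundant miRNAs of a library took 73.3% to 94.9% of its counts, so the share of any other miRNA depends on these few.

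**Figure D2:**
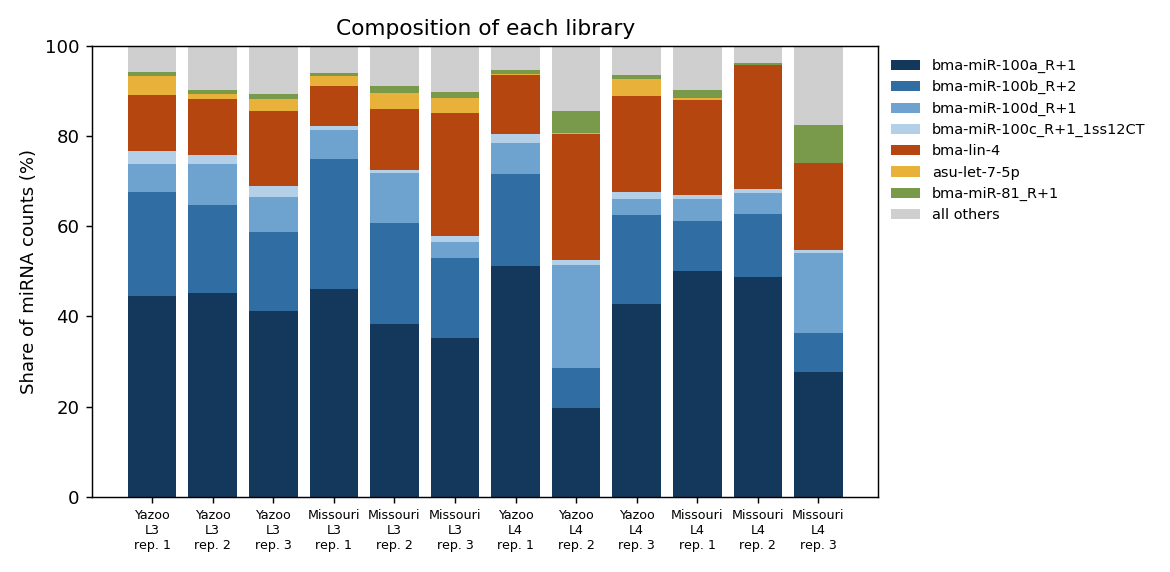
Share of miRNA counts (%) in each of the 12 libraries, stacked for 4 miR-100 family members, bma-lin-4, asu-let-7-5p, bma-miR-81_R+1 and all other miRNAs. The blue parts, the miR-100 family, make up more than 50% of the bar in each library.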

Several members of the miR-100 family were among the top 10 most abundantly represented sequences, as well as lin-4 and let-7 (Table 1). 

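bma-miR-81_R+1 carries the seed of the bantam and miR-58 family, and bma-miR-92_R+2 belongs to the miR-25 and miR-92 family. bma-miR-57, bma-miR-81_R+1 and bma-miR-92_R+2 were counted in all 12 libraries. bma-miR-81_R+1 took 0.570% to 1.70% of the counts in L3 libraries and 0.425% to 8.42% in L4 libraries, and ranked 10 in Yazoo L3, 6 in Missouri L3 and 5 in both L4 groups. bma-miR-57 took 0.610% to 1.90% in L3 libraries and 0.868% to 2.08% in L4 libraries and ranked 8 in both L3 groups, 7 in Yazoo L4 and 6 in Missouri L4. bma-miR-92_R+2 took 0.330% to 0.893% in L3 libraries and 0.520% to 2.33% in L4 libraries and ranked 11, 12, 8 and 7 in Yazoo L3, Missouri L3, Yazoo L4 and Missouri L4. Its normalized count was at least 262 in the L4 libraries and at most 224 in the L3 libraries, with a log2 fold change from L3 to L4 over both strains of 1.96 (SE 0.76, adjusted p = 0.148 from edgeR). The corresponding value of bma-miR-57 was 1.31 (SE 0.71, adjusted p = 0.448). Neither passed the test, and both stayed above 0 under each of 4 scalings. With a minimum of 10 counts in 3 libraries, edgeR called bma-miR-92_R+2 higher in L4 over both strains.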

Bma-miR-81, bma-miR-57, and bma-miR-92 were also among the highly abundant sequences present in all samples (if not among the top 10).

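bma-lin-4 was higher in L4 than in L3 products and was the only miRNA that edgeR called on the authors' scaling in any of 7 comparisons of stages and strains. Other scalings, tools and sets of libraries gave other calls. Over both strains its log2 fold change was 1.63 (SE 0.41, adjusted p = 0.0154 from edgeR), and on the authors' scaling each of the 6 L4 libraries lay above each of the 6 L3 libraries. As a share of counts the stages overlapped, with 8.76% to 27.4% in L3 and from 13.1% upward in L4. Its normalized count was 3385 ± 416 in Yazoo L3, 7780 ± 3252 in Yazoo L4, 3351 ± 185 in Missouri L3 and 13871 ± 7941 in Missouri L4 (SD, n = 3). Next came bma-miR-81_R+1 with 2.26 (SE 0.66, adjusted p = 0.0559), bma-miR-5360_R-1 with 3.80 (SE 1.17, adjusted p = 0.0732) and bma-miR-239-5p with 2.88 (SE 0.92, adjusted p = 0.0860), none of which passed the test. bma-miR-5360_R-1 was singled out after its values were seen. With edgeR, these 3 were called higher with the count filter, without predicted candidates, without Missouri L3 replicate 2 and without Yazoo L4 replicate 3. Of the 182 miRNAs entered, 20 had a higher and 4 a lower level in L4 at an unadjusted p under 0.05. Many of the 182 were at 0 in whole groups, and their fold change over both strains could not be estimated. PC-5p-114869_22, for example, had 2.94 (SE 4420). Such miRNAs could not have been called but entered the adjustment, which can raise the adjusted p of the others. That the 3 miRNAs above did not pass thus depends on which miRNAs are entered. DESeq2 called 0 miRNAs over both strains and limma 7, all higher.

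Within Yazoo, edgeR called 0 of 129 miRNAs between stages, with 6 at an unadjusted p under 0.05, all higher in L4, and DESeq2 and limma called 0. Within Missouri, edgeR called 0 of 139, with 14 higher and 6 lower at an unadjusted p under 0.05, while DESeq2 called 0 and limma 10. The libraries of the stages did not overlap for 13 miRNAs in Yazoo and 21 in Missouri, where chance gives 10% of the 45 and 51 that ties at 0 leave able to separate, or 4.5 and 5.1. Of these, 12 and 19 were higher in L4, counted on the authors' scaling, which sets L4 higher against L3 than the other scalings do. The call of bma-lin-4 rests on the authors' scaling: its log2 fold change was 0.55 (SE 0.47) under TMM, 0.91 (SE 0.32) under the median of ratios and lower still under total counts, with adjusted p-values from 0.000991 to 1.00 over 22 settings. It was lost without Yazoo L3 replicate 1 (adjusted p = 0.0541), 2 (0.112) or 3 (0.193) and without Missouri L4 replicate 2 (0.0537). With the replicate number as a block, the adjusted p was 0.0567 from edgeR. L3 and L4 media came from the same cultures, but no source used here ties a library number to a culture.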

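Of 8 lists of miRNAs, those of the miR-81 seed stood highest in L4, with all 4 members above 0 over both strains under each of 4 scalings (median log2 fold change 2.55, or 2.34 over those counted in both stages). The muscle and nerve list, with miR-1, miR-124, miR-133 and miR-9, had 7 of 8 members above 0 (6 under each other scaling), among them asu-miR-9-5p, a neural miRNA, with 1.90 and ppc-miR-1_R+1, a muscle miRNA, with 2.08, made up of 3.94 (SE 1.39) in Missouri and 0.23 (SE 1.23) in Yazoo. The list of miRNAs tied to lifespan and stress in *C. elegans* had 8 of 8 above 0 (6, 7 and 7 under TMM, total counts and the median of ratios), among them bma-miR-71_R+4 with 2.39. The miR-100 family had 6 of 6 above 0 with the authors' scaling but 2, 2 and 3 under the others in the same order. In developmental timing, bma-lin-4 was called higher and the other 5 members did not pass, with 3 above 0 and 3 below under every scaling. Of the known miRNAs, 58 of 64 lay above 0 (48, 52 and 54 under the others), and of the predicted candidates 62 of 106 (57, 57 and 60). Of the miRNAs whose sequence is shared with vertebrates, 4 of 8 lay above 0 (2 under each other scaling). In libraries simulated at the authors' library size parameters, with 1 mean per miRNA over all groups, miRNAs left unchanged between stages had a median log2 fold change of 1.33 from edgeR. With the count filter it was 0.14, with DESeq2 −0.33 and with limma 0.37. Counts above 0 and list medians from edgeR without the filter can therefore arise without a change between stages. Whether the other scalings remove this shift was not tested.

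No list passed in any of 40 tests with fry, whose first p asks whether members move on balance one way and whose mixed p whether they change in either direction. The smallest adjusted p was 0.246 for the first and 0.170 for the mixed p, with 8 and 4 tests at an unadjusted p under 0.05. Over both strains the adjusted p from limma's fry was 0.246 for the miR-81 seed, muscle and nerve, the miR-100 family and the known miRNAs, 0.269 for lifespan and stress and for the predicted candidates, and 0.934 for developmental timing (mixed 0.367) and the list shared with vertebrates. That last list had a median of −0.54 and a mean of −0.17 while the test pointed up. The median of developmental timing was 0.03, but −1.56 over members counted in both stages, and that of the predicted candidates was 1.95, but −0.24 over those counted in both stages. Adjusted over the list alone, 3 members of the miR-81 seed, 2 of the miR-100 family, 2 of lifespan and stress, 1 each of muscle and nerve and of developmental timing, and 5 known miRNAs passed as higher. The lists were written after Table S1 had been seen, so these counts are not independent evidence.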

Differential expression analysis was performed, taking all miRNAs into account expressed in at least one sample (Figure 1). 

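In Yazoo, bma-miR-87a_R+1 was counted 21, 67 and 11 times in the L4 libraries, or 13.2 ± 1.86 normalized counts (SD, n = 3), and 0 times in the 3 L3 libraries. It was the only miRNA counted in all Yazoo L4 and no Yazoo L3 library. At the depth of the L3 libraries, its share of the L4 counts corresponds to 4.75, 4.78 and 1.85 expected counts. These lie below the lowest counts that the table usually lists, so on shares of total counts a difference between the stages was not detectable at this depth. On the authors' scaling, the L4 mean exceeds what a count of 5 equals in L3 replicates 1 (11.1) and 2 (8.74), but not 3 (20.0). The limit thus depends on the scaling. edgeR gave an adjusted p of 0.579 (0.406 to 0.844 over 17 settings), and no fold change is given because every L3 library is at 0.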

One single miRNA (bma-miR-87a_R+1) was consistently found in L4 sample replicates in low levels (between 11 and 15 copies, normalized counts), but not in L3 samples of the strain Yazoo. 

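In Missouri, bma-miR-87a_R+1 was counted 36, 9 and 359 times in the L4 libraries and 0, 9 and 0 times in the L3 libraries. These equal 26.8 ± 28.8 normalized counts in L4 and 2.95 ± 5.11 in L3 (SD, n = 3). The log2 fold change was 2.95 (SE 2.40, adjusted p = 0.479 from edgeR), within the spread between libraries. Its share of the L4 counts corresponds to 7.39, 14.2 and 1.42 expected counts in L3 replicates 1, 2 and 3. Missouri L4 replicate 3, the deepest library, holds most of its L4 counts. PC-3p-104719_25, asu-miR-83-3p_1ss20CT and bma-miR-307_1ss22GA, singled out after their values were seen, were counted in all 3 Missouri L4 libraries and in no Missouri L3 library, and none passed edgeR's test. limma called asu-miR-83-3p_1ss20CT and bma-miR-307_1ss22GA between stages in Missouri, and the former also over both strains.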

The trend was similar in the strain Missouri, but the expression in both examined stages was not significantly different. bma-miR-87a_R+1 was always present in L4 secretions, found between 5 and 60 copies, and between 0 (in 2 samples) and 9 copies in L3 samples (Missouri, normalized counts). 

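bma-miR-228, a homolog of a *C. elegans* miRNA tied to lifespan, had 33.6 ± 12.5 normalized counts in Yazoo L3 and 60.6 ± 9.14 in Missouri L3 (SD, n = 3). The highest Yazoo library, with 48.1, lay below the lowest Missouri library, with 50.1. Of 96 miRNAs, 35 can separate 3 from 3 libraries, the others being tied at 0, and 4 did so, where chance gives 10% of them, or 3.5. The underlying counts were 12, 15 and 12 in Yazoo and 23, 51 and 12 in Missouri. The log2 fold change, Yazoo over Missouri, was −0.85 (SE 1.53, adjusted p = 0.852 from edgeR, 0.738 to 0.980 over 17 settings), and it stayed below 0 under each of 4 scalings. In L4 products the normalized counts were 59.3 ± 17.5 in Yazoo and 53.4 ± 8.38 in Missouri.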

One miRNA (bma-miR-228) was found to be more abundant in Missouri than in Yazoo L3 products (normalized counts; Figure 1); it was, however, present in all replicates of both stages. Similarly, PC-5p-7293_584 was present in all samples and replicates were in high amounts and detected in slightly higher copy numbers in Missouri than in Yazoo L4 supernatants.

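In L4 products, PC-5p-7293_584 had 114 ± 6.99 normalized counts in Yazoo and 156 ± 11.8 in Missouri (SD, n = 3). The Yazoo libraries ran from 107 to 121 and the Missouri libraries from 142 to 165, without overlap. The log2 fold change, Yazoo over Missouri, was −0.45 (SE 1.14, adjusted p = 0.884 from edgeR, 0.817 to 0.997 over 16 settings). Of 148 miRNAs, 67 can separate 3 from 3 libraries, the others being tied at 0, and 2 did so, where chance gives 10% of them, or 6.7. The direction depends on the scaling, since the log2 fold change was 0.16 under TMM and 0.11 under total counts. As a share of all counts, the candidate took 0.311% ± 0.057 in Yazoo L4 and 0.287% ± 0.086 in Missouri L4 (SD, n = 3).

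**Figure D3:**
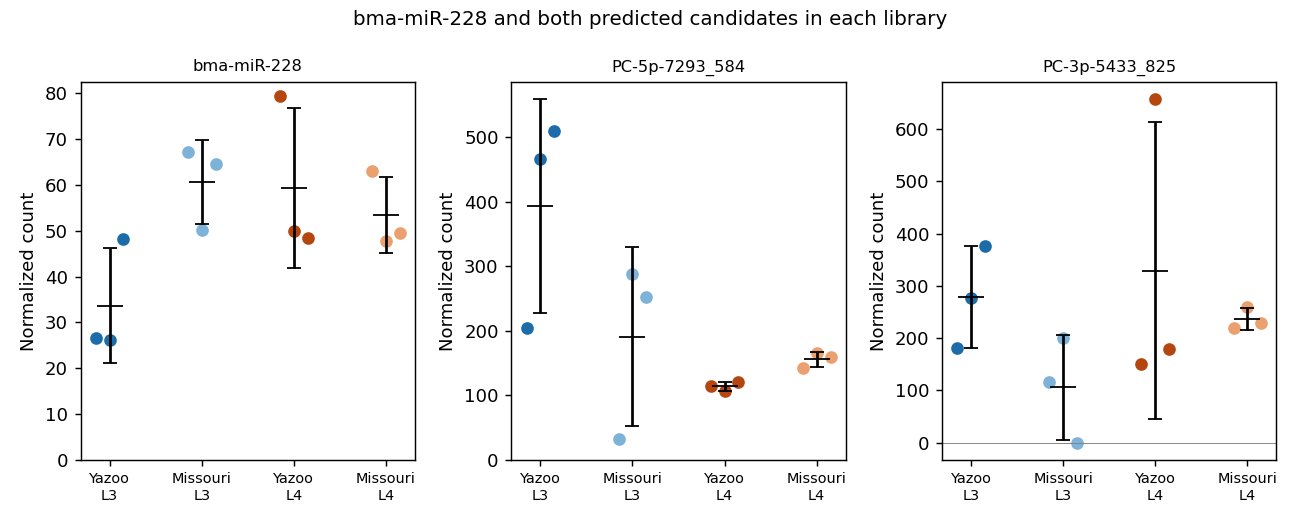
Normalized counts (vertical axes) of bma-miR-228, PC-5p-7293_584 and PC-3p-5433_825 in Yazoo and Missouri L3 and L4 products. Points are libraries and bars the mean ± SD of 3 libraries; bma-miR-228 separates the strains in L3 and PC-5p-7293_584 in L4, the latter turning direction under TMM and total counts.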

There were 2 predicted candidates (PC-5p-7293_584 and PC-3p-5433_825) that were also highly and consistently represented in all 4 samples (L3s and L4s of both strains) and are among the 20 most abundant miRNAs. These miRNAs map to the *D. immitis* genome but have no described orthologues among the available nematode miRNAs in miRBase v21. Hence, these might represent miRNAs specific to *D. immitis*. 

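PC-5p-7293_584 was counted in all 12 libraries, from 11 counts in Missouri L3 replicate 1 to 963 in Missouri L4 replicate 3. PC-3p-5433_825 was counted in every library except Missouri L3 replicate 3, where the total was 2422 counts and a count of 5 would equal 26.9 normalized counts. Elsewhere its counts ran from 40 in Missouri L3 replicate 1 to 2917.5 in Yazoo L4 replicate 2. Both belonged to the 20 most abundant miRNAs of each of the 4 groups. Of the 106 predicted candidates, only PC-5p-7293_584 and PC-3p-15043_251 were counted in every library.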

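PC-5p-7293_584 is 18 nt long, CCTGAGCAGGATGAAGCC, and the table places its precursor at positions 1 to 87 of the plus strand of a genome contig. The mature sequence differs from that precursor by T18C (precursor base, position from 1 at the 5′ end of the mature sequence, mature base), and the authors' predicted free energy of the hairpin is −22.7 kcal/mol. PC-3p-5433_825 is 22 nt long, GAACCTCACCTCGGGCACCAGA, and its precursor lies at positions 25180 to 25275 of the minus strand of a contig. Its sequence is contained in the precursor without mismatch, and the predicted free energy is −51.1 kcal/mol. On the opposite strand, positions 25217 to 25310 hold the precursor of PC-3p-126616_20 and PC-5p-617676_5, which had at most 5.5 counts. Read in the same direction, PC-3p-126616_20 shares a run of 18 nt with PC-3p-5433_825, and PC-5p-617676_5 a run of 3 nt. Of the 106 predicted candidates, 60 differ from their own precursor by 1 base, as do 6 of the 64 sequences of groups 1, 2a and 2b. Lengths of 18 to 20 nt were found in 63 of the 106 candidates and in 0 of the 64 others. The genome build is not given in the sources used here, and positions are as in the deposited table.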

PC-5p-7293_584 was the 7th and 9th most abundant miRNA in L3 supernatants from the Yazoo and Missouri strains, respectively (191 and 393 copies), while it ranked 15th and 16th most abundant in L4 secretions, from the Yazoo and Missouri strains, respectively (>100 copies).

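In L3 products, PC-5p-7293_584 had 393 ± 165 normalized counts in Yazoo and 191 ± 139 in Missouri (SD, n = 3), with ranks of 7 and 9. The Missouri mean holds 1 low library, replicate 1, with 32.1 normalized counts beside 288 and 253 in replicates 2 and 3. Yazoo exceeded Missouri with a log2 fold change of 1.04 (SE 1.15, adjusted p = 0.574 from edgeR), which is within the spread between libraries. In L4 products it ranked 16 in both strains with the counts of the same sequence summed, and 15 in Yazoo when each line was ranked by itself. In single libraries its rank was 5 to 10 in Yazoo L3, 7 to 23 in Missouri L3, 11 to 20 in Yazoo L4 and 11 to 21 in Missouri L4.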

PC-3p-5433_825 was the 9th and 13th most abundant miRNA in L3 supernatants from the Yazoo and Missouri strains (>100 copies), respectively, while it ranked 10th and 12th most abundant in L4 from the Yazoo and Missouri strains, respectively (>200 copies); details are available in Supplementary Tables S2–S5.

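PC-3p-5433_825 had 278 ± 97.5 normalized counts in Yazoo L3, 106 ± 101 in Missouri L3, 329 ± 284 in Yazoo L4 and 236 ± 21.4 in Missouri L4 (SD, n = 3). It ranked 9, 13, 10 and 13 in the same order, or 12 in Missouri L4 when each line was ranked by itself. The Yazoo L4 mean was carried by replicate 2 with 656 normalized counts, beside 151 and 180 in replicates 1 and 3. In single libraries its rank was 8 to 11 in Yazoo L3, 9 to 25 in Missouri L3, 8 to 10 in Yazoo L4 and 9 to 19 in Missouri L4. Between strains, the log2 fold change was 1.38 (SE 1.14, adjusted p = 0.525 from edgeR) in L3 and 0.48 (SE 1.11, adjusted p = 0.870) in L4, Yazoo over Missouri, and neither passed the test.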

### 2.3. Comparison to Previous Reports

At the sequence level, and taking all miRNAs into account regardless of the confidence status, 26 miRNAs were common to L3 secretions from the current study and an initial prior study conducted in vitro [16]. Similarly, 39 sequences were found in cultures from L4s in both studies, with both strains combined (Figure 2). In miRNA discovery experiments, it is likely that a fraction of predicted candidate sequences do not correspond to real miRNAs but rather to artifacts; therefore, these numbers must be interpreted with caution. Despite the fact that the same species and stages were examined in the compared studies, only a small fraction of miRNA sequences overlapped. Here, whole mature sequences were considered, despite the fact that the 3′ end of mature sequences are known to be subject to variation [18].

A very similar miRNA ranking by abundance had been shown in the supernatants of cultured L3 and L4, especially when extended beyond the top 10 shown in Table 1 [16]. A sequence similar to PC-5p-7293_584 was found in that previous report, under the name PC-5p-263_4142, and it was the 23rd and 32nd most abundant among L3 and L4 secretions, respectively. Similarly, PC-3p-5433_825 was found under the name PC-3p-955_1342 in the previous paper [16], and it was the 24th and 26th most abundant in L3 and L4 secretions, respectively. Both sequences were also released abundantly by mf, adult males, and females; however, PC-3p-5433_825 was slightly more abundant in the secretions of L3 and L4 in normalized count libraries (Table 2). However, these were not reported in the *D. immitis* somatic miRNAome [19], and have so far not been reported in the secretions of other filarial nematodes in vivo (in host blood). Sequence alignments with previously reported similar sequences are shown in Figure 3.

In *D. immitis*-infected dog serum, bma-miR-87a_R+1 was the 9th most abundant [9] and found in supernatants from all stages examined [16]. The sequence of PC-3p-5433_825 was found among the top 20 in dog serum as well (under the name PC-3p-2144_333), in a pool of samples from laboratory infections (from both Missouri and MP3 strains), as well as in a natural infection (under the name PC-3p-2034_418) [9] (Figure 3).

### 2.4. Target Prediction in Host Genome and Overrepresentation Analysis

In an attempt to understand the biological significance of the extracellular presence of these miRNAs in the canine host, computational target prediction within the dog transcriptome was conducted. Target prediction informs on the putative biological functions that *D. immitis* larvae may regulate in the dog by the secretion of miRNAs. Considering ‘high-confidence’ miRNAs (Groups 1, 2a, 2b; see Materials and Methods and Supplementary Table S1) and predicted candidates (Group 4), present in at least one sample in 10 copies or more, 58 L3 miRNAs and 94 L4 miRNAs were used for a computational target prediction within the dog genome, using the stand-alone TargetScan algorithm. 

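Among the sequences of groups 1, 2a, 2b and 4, 72 reached at least 10 normalized counts in at least 1 L3 library and 53 in at least 1 L4 library. With a minimum of 10 deposited counts in place of normalized counts, there were 45 for L3 and 92 for L4. The order of the stages thus turns with the scale on which a copy is counted, and with the number of libraries required. A count of 5 already equals more than 10 normalized counts in 4 L3 libraries (11.1 in Yazoo L3 replicate 1, 20.0 in Yazoo L3 replicate 3, 14.6 in Missouri L3 replicate 1 and 26.9 in Missouri L3 replicate 3), and at most 5.16 in any L4 library. Required in at least 2 libraries of the stage, 40 remained for L3 and 44 for L4. Required in all 3 libraries of a group, 20 remained for L3 and 33 for L4. Abundant miRNAs such as bma-miR-100a_R+1, bma-lin-4 and asu-let-7-5p pass under each of these rules.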

Over 15,000 dog genes appeared to be targeted by the selected miRNAs from each stage. Overrepresentation analysis was used to identify the most significantly targeted host pathways within immune functions. The top 5 enriched pathways based on FDR are listed in Table 3. There were 84 categories significantly enriched in the predicted targets of L3 miRNAs. Behind several of the gene ontology (GO) descriptions are many fibroblast growth factor (FGF) isoforms, FGF receptors, as well as forkhead box proteins, among many others (146 in total). There were 64 categories significantly enriched in the predicted targets of L4 miRNAs. Generally, membrane transport features are predicted to be impacted by L4-secreted miRNAs. Interestingly, MAPK cascade was found among the top enriched categories.

## 3. Discussion

Our objective was to assess the consistency of the excretory/secretory miRNA profiles of L3 and L4 of two *D. immitis* strains in vitro, despite their different macrocylic lactone susceptibility status. Overall, we found a good agreement between the current study and previously published data for *D. immitis* [16], although there was generally an even higher agreement between L3 and L4 secretions from the same study, highlighting the impact of the inherent inter-experimental variation on resulting data. 

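In all 4 groups, 7 miRNAs stood among the 10 most abundant: 4 members of the miR-100 family, bma-lin-4, bma-miR-57 and bma-miR-81_R+1. Both strains shared 9 of their 10 most abundant miRNAs in L3 and 8 in L4, and both stages shared 9 in Yazoo and 7 in Missouri. Among the 20 most abundant, 12 were common to all 4 groups. bma-miR-239-5p ranked 19 and 21 in Yazoo and Missouri L3 and 11 and 10 in L4, and bma-miR-71_R+4, which extends lifespan in *C. elegans*, ranked 17 and 18 in L3 and 12 and 11 in L4. bma-miR-7_R+1_1ss10TA ranked 10 in Missouri L3, where replicate 1 held 516 normalized counts and replicates 2 and 3 held 10.8 and 0, and 26, 39 and 29 in Yazoo L3, Yazoo L4 and Missouri L4.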

While the most abundant miRNA species overlapped substantially, their relative rank varied slightly. Regardless of the macrocyclic lactone susceptibility status of the two strains we have examined, our data suggest that the strain involved will have little impact on the most abundantly secreted miRNAs. 

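No miRNA passed edgeR's test between Yazoo and Missouri. bma-miR-100a_R+1 had a log2 fold change, Yazoo over Missouri, of 0.08 (SE 0.49, adjusted p = 0.971) in L3 and −0.88 (SE 0.49, adjusted p = 0.545) in L4. For bma-lin-4 these were 0.01 (SE 0.57, adjusted p = 0.979) and −0.83 (SE 0.57, adjusted p = 0.545), the former turning below 0 under 2 of 4 scalings. asu-let-7-5p had −0.06 (SE 0.97, adjusted p = 0.975) in L3, above 0 under 1 of 4 scalings, and 2.06 (SE 1.01, adjusted p = 0.545) in L4. In L4, 53 of 63 known miRNAs lay below 0 in Yazoo against Missouri (47 to 50 under the other scalings), with an adjusted p of 0.625 from limma's fry, and 4 of 4 members of the miR-81 seed lay below 0 under each scaling (adjusted p = 0.799 from limma's fry). Of all 148 miRNAs in this comparison, only 31.8% lay above 0. The Missouri L4 libraries were deeper (median 139884.5 counts against 61772), and 13 of the 63 were absent in 1 strain. Whether depth alone gives such counts was not tested.

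edgeR called 0 of 96 miRNAs in L3, 0 of 148 in L4 and 0 of 182 over both stages, with 2, 2 and 3 at an unadjusted p under 0.05, and DESeq2 and limma called 0 in each. In simulated libraries, edgeR called only 6.51% of miRNAs changed 8-fold and 24.6% of those changed 32-fold between stages. A change between strains was not simulated, so 0 calls do not show that the strains are alike. For the difference between strains in the change from L3 to L4, edgeR, DESeq2 and limma called 0 of 182 (3, 1 and 1 at an unadjusted p under 0.05). Without Missouri L3 replicate 2, edgeR called ppc-miR-1_R+1 in L3 and in this difference. In both edgeR comparisons of 182 miRNAs, many were at 0 in whole groups, and their fold change could not be estimated. bma-miR-1175, for example, had −3.14 (SE 5732) over both stages and −6.28 (SE 11280) for the difference between strains. Such miRNAs could not have been called, so fewer than 182 were open to a call in each. The paper reports that the most abundant miRNAs overlapped and proposes that the strain has little impact on them, whatever its susceptibility to macrocyclic lactones. It separately names the 2 miRNAs that its own test called between strains.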

There was not a dramatic impact of the two *D. immitis* laboratorial strains on the miRNA species we found, as only two miRNAs were significantly differentially expressed (bma-miR-228 and PC-5p-7293_584, by less than two-fold). Similarly, only four sequences appeared differentially expressed between L3- and L4-derived material (bma-miR-87a_R+1, bma-miR-5866, hpo-miR-10078-5p_1ss10TC, and asu-let-7-5p).

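In Missouri, asu-let-7-5p had 699 ± 233 normalized counts in L3 and 114 ± 55.4 in L4 (SD, n = 3). In Yazoo these were 670 ± 482 and 474 ± 663, where L4 replicate 3 alone held 1239 and replicates 1 and 2 held 132 and 52.4. The log2 fold change, L4 over L3, was −2.62 in Missouri (SE 1.03, adjusted p = 0.189 from edgeR, 0.00765 to 0.512 over 17 settings) and −0.50 in Yazoo (SE 0.97, adjusted p = 0.719). The difference between the strains was 2.12 (SE 1.38, adjusted p = 1.00). In Missouri the change passed under TMM with −3.72 (SE 1.03, adjusted p = 0.0246) and under total counts with −3.86 (SE 0.96, adjusted p = 0.00813). The L4 share of asu-let-7-5p corresponds to 26.3, 50.6 and 5.04 expected counts in the Missouri L3 libraries, where 287, 845 and 80 were counted.

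bma-miR-5866 had 4.91 ± 8.51 normalized counts in Missouri L3 and 32.4 ± 5.1 in Missouri L4 (SD, n = 3), a log2 fold change of 2.53 (SE 2.10, adjusted p = 0.479 from edgeR, 0.154 to 0.838 over 17 settings). It was counted 0, 15 and 0 times in the Missouri L3 libraries, where 7.78, 15.0 and 1.49 were expected from its L4 share. hpo-miR-10078-5p_1ss10TC, an 18-nt sequence of group 3 that did not map to a genome, had 1.64 ± 2.84 in Missouri L3 and 7.97 ± 2.04 in Missouri L4 (SD, n = 3). Its log2 fold change was 2.02 (SE 2.96, adjusted p = 0.574 from edgeR, 0.271 to 0.886 over 17 settings), and −0.46 with each 0 set to 4. It was counted 0, 5 and 0 times in Missouri L3, where 1.92, 3.69 and 0.368 were expected. For both, on shares of total counts, the lower counts in L3 could not be told from the L4 level at this depth. On the authors' scaling, a count of 5 equals 14.6, 4.91 and 26.9 normalized counts in Missouri L3 replicates 1, 2 and 3. The L4 mean of bma-miR-5866 exceeds each of these, and that of hpo-miR-10078-5p_1ss10TC only the value of replicate 2.

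**Figure D4:**
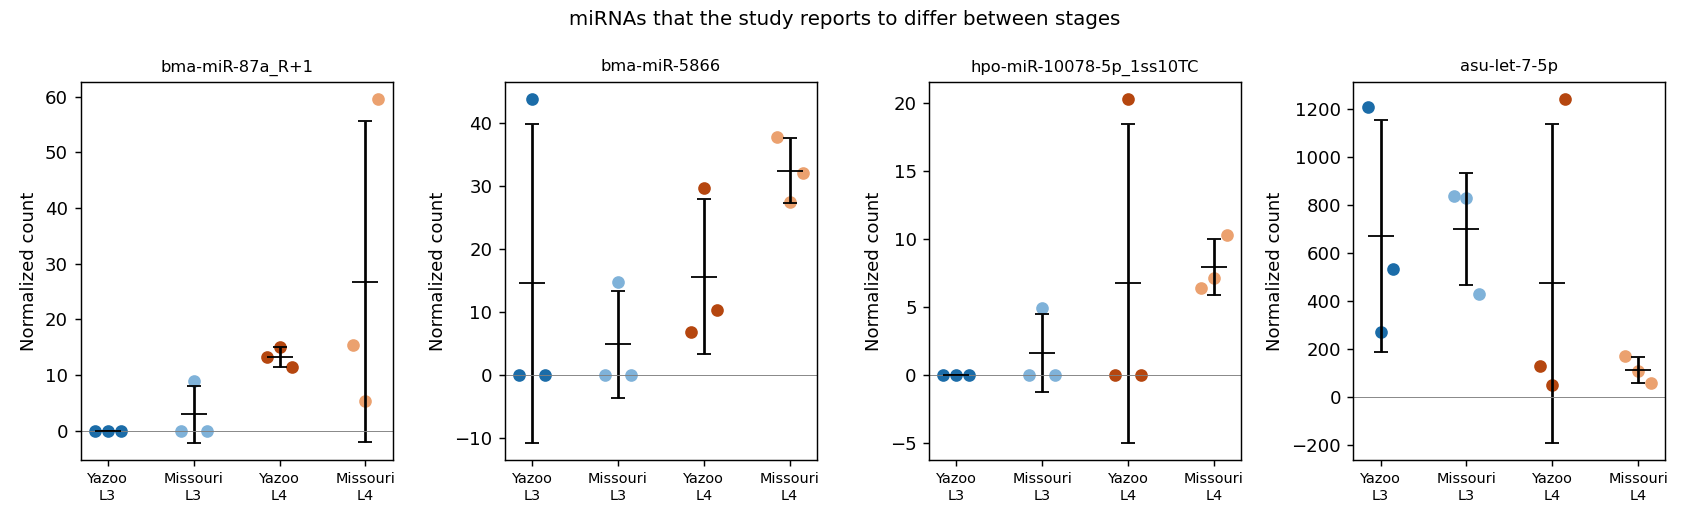
Normalized counts (vertical axes) of bma-miR-87a_R+1, bma-miR-5866, hpo-miR-10078-5p_1ss10TC and asu-let-7-5p in Yazoo and Missouri L3 and L4 products. Points are libraries and bars the mean ± SD of 3 libraries; several L3 libraries stand at 0 for the first 3 miRNAs, and asu-let-7-5p is lower in all Missouri L4 than in all Missouri L3 libraries, below 0 in log2 fold change under each of 4 scalings.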

We have sequenced two candidate miRNA markers that are highly abundant and consistently found in both stages and both strains of *D. immitis* assessed in the study, but also that have been previously found in L3, L4, mf, and adults: PC-3p-5433_825 and PC-5p-7293_584. 

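Neither candidate passed edgeR's test between stages or strains. PC-5p-7293_584 had a log2 fold change from L3 to L4 over both strains of −1.04 (SE 0.81, adjusted p = 0.695 from edgeR), below 0 under each of 4 scalings. That of PC-3p-5433_825 was 0.69 (SE 0.79, adjusted p = 1.00), and below 0 under 2 of the 4 scalings, total counts and TMM. Over both stages, Yazoo over Missouri, PC-5p-7293_584 had 0.30 (SE 0.80) and PC-3p-5433_825 had 0.93 (SE 0.79), with adjusted p = 1.00 for both.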

At the time of writing, these candidate markers did not have any match in miRBase [20,21] or MirGeneDB 2.0 [22], and hence, have no known mammalian orthologues. In addition, these sequences have not been detected in the secretions of other filarial nematodes in vivo thus far. Therefore, we believe that these miRNAs are potentially unique to *D. immitis*. The fact that these two predicted candidates have been found in the secretions of different *D. immitis* strains and across several independent studies speaks in favor of their actual existence (i.e., they are no artifacts). In addition, PC-3p-5433_825 was also discovered in the blood of heartworm-infected dogs, as well as in all *D. immitis* stages examined thus far [16]. The fact that both candidates were not detected in the somatic miRNA fraction may be due to the different computational approaches to search for novel miRNA candidates [19]. Both sequences were described in adult secretions in >100 copies; the sequence similar to PC-5p-7293_584 (PC-5p-263_4142) was detected abundantly in adult female supernatants (>1200 copies), however, with one base difference at the 5′ end.

Within the canine host, L3/L4-specific miRNAs may be detectable as early as 2 weeks post-infection when L3s are molting to L4 in the subcutaneous tissues. However, it is unknown if these would remain detectable after 60–70 days post-infection when most L4s should have molted to the young adult stage (L5) and may be already present in the pulmonary arteries and heart [6]. An important follow-up step will be to assess the temporal changes of *D. immitis*-derived miRNA profiles in the biofluids of experimentally infected dogs through the course of infection. This will allow us to start addressing potential overlaps or discrepancies between in vitro and in vivo secretions; it is currently unclear how well miRNA secretion profiles produced in vitro actually reflect in vivo ‘natural’ settings.

The detection of miRNA from L3 and L4 represents a challenge due to the small nematode biomass they represent relative to host tissues, their unresolved localization in the hosts’ organism, and their rapid development to the following developmental stages. Nevertheless, nematode-derived miRNAs of related filarioid nematodes whose neither adult nor larval stages reside in the hosts’ circulatory system have been detected in biofluids. This has been the case for tissue-dwelling filarial nematodes, *O. volvulus*, *O. ochengi*, and *L. loa* [11,12,13], all of which belong to the same family, Onchocercidae, as *D. immitis*. Circulating miRNAs are believed to be either stabilized in protein complexes or packaged in extracellular vesicles (e.g., in exosomes). In both cases, these miRNAs are highly stable and protected from enzymatic degradation or pH incompatibilities—a good characteristic for diagnostic biomarkers [23,24].

Lagatie and colleagues attempted to detect an array of *O. volvulus*-derived miRNAs in biofluids of naturally infected humans [25]. They concluded that circulating parasite miRNAs are not present at a sufficiently high level to be used as a biomarker for *O. volvulus* infection or treatment monitoring using LNA-based RT-qPCR analysis, as only some miRNAs showed detectable signals in some but not all samples [25]. While the analysis relied on a maximum volume of 200 µL serum or plasma, we argue that larger sample volumes may easily be acquired from dogs to be used for diagnosing *D. immitis* infections. In a previous study, several ml of blood were collected from mf-circulating mature *D. immitis* infections where dog serum had been processed for the detection of two *D. immitis*-specific miRNAs by RT-qPCR [9]. Custom-designed stem-loop RT-qPCR protocols may prove highly efficient to discriminate highly similar miRNA sequences and improve sensitivity [26]. While most studies on parasite-circulating miRNAs have focused on cell-free biofluids, it may be necessary to include the surrounding cell populations (such as phagocytes). In the *Litomosoides sigmodontis* mouse model, macrophages were shown to represent a parasite miRNA-enriched in vivo reservoir [27]. Generally, there is a need for comparative studies of miRNA profiles of different biofluids of dogs infected with *D. immitis*, as it could help to determine the usefulness of different sample types.

Many immune-related dog pathways are predicted to be targeted by the *D. immitis* L3 and L4 secreted array of miRNAs. These differ for L3 and L4 secretions and will be worth exploring further for insight into the interactions of larval stages with the canine host. Enriched GO terms resulting from L3 host target predictions revealed several pattern specification processes, which are broader networks involved in cell and organism differentiation and fate/commitment. Horizontal miRNA transfer from parasite to host has been shown; miRNA-driven gene downregulation may have an obvious impact on the host immune response among other fundamental biological processes [17,28,29]. Protein deubiquitination is a conserved mechanism to rescue proteins from degradation or to end ubiquitin signaling [30,31]. It is widely accepted that ubiquitination and deubiquitination are involved in various aspects of immune regulation, encompassing TCR signaling, T cell differentiation, immune tolerance, and so forth [32]. The accumulating evidence suggests potential interactions between so-called ‘immune checkpoint pathways’ and ubiquitination/deubiquitination in disease, including in the context of infectious diseases, for example, in bacterial or protozoal (*Trypanosoma*) infections [31,33]. Several members of the fibroblast growth factor (FGF) and FGF receptor family, among others, are potential targets of L3- and L4-derived miRNAs. These fulfill important roles in cell signaling and in regulating the expression of genes involved in cell growth, proliferation, differentiation, and longevity [34]. MAPKs are involved in various cellular responses, including the production of proinflammatory cytokines or antigen presentation. In helminth infections, signaling through toll-like receptors is mediated through the MAPK cascade; MAPK pathway and ERK1/2 activation support the induction of regulatory T cells/T helper 2 induction [8]. Some parasitic nematode-derived proteins, such as the *Acanthocheilonema viteae* cystatin have been shown to act as negative regulators of MAPK via other molecules, inducing regulatory responses [35]. Similarly, many bacterial pathogens have been shown to target crucial branches of the MAPK signaling in order to put pressure on the host [36]. Overall, upon uptake by host cells, *D. immitis*-derived miRNAs have the potential to modulate host immune responses, according to the current computational predictions. These would require experimental validation of the predicted targets in order to represent conclusive results.

## 4. Materials and Methods

### 4.1. Mosquito Rearing

For each mosquito cycle, only quality mosquito eggs of *Aedes aegypti* (Liverpool strain) were selected to propagate consequent mosquito cycles in an environmental chamber. The mosquito larvae were fed larvae food daily until pupation. The pupae were sorted by sex, discarding roughly 80% of the males; the majority of the female pupae were placed into rearing buckets.

### 4.2. D. immitis Infection for Obtaining L3s and L4s

The adult female mosquitoes were fed *D. immitis*-infected blood for a minimum of 2.5 h. The mosquitoes were dissected for L3 collection 14 days after blood feeding. The 2 *D. immitis* strains used were Missouri-2005 (susceptible to macrocyclic lactones) and Yazoo-2013 (resistant to macrocyclic lactones) [37,38]. These 2 strains were chosen to represent the different macrocyclic lactone susceptibility and were based on their availability in the laboratory.

### 4.3. In Vitro Culturing of L3s and L4s

Batches of approximately 250 *D. immitis* L3s were washed a minimum of five times with fresh RPMI to completely remove mosquito debris. Fresh culture media was added to well plates and L3s were added into trans-well plates and incubated in a 5% CO_2_ incubator at 37 °C. The supernatant was collected every 48 h for two weeks. The supernatant collected on days 2 and 4 of culture were designated as L3-derived supernatants; those collected on days 8 and 12 were L4-derived supernatants. After each supernatant collection, dead L3/L4s were removed and new sterile media were added to the remaining live worms. In total, there were 3 experimental replicates per larval stage and strain (Table 4). All supernatant samples were stored at −80 °C until further processing.

### 4.4. RNA Extraction

Total RNA was extracted from L3- and L4-derived supernatant of each strain, in triplicate, using the Norgen plasma/serum RNA purification midi kit (Norgen Biotek Corp., Thorold, ON, Canada) [16]. The RNA was extracted from 1 mL of each supernatant sample, eluted in 25 µL, and stored at −80 °C. To avoid cross-contamination, the supernatants of 2 different strains were never extracted alongside each other.

### 4.5. RNA Sequencing and Analysis

There were 6 samples from each strain, encompassing 3 replicates from L3 and 3 from L4 (Table 4), submitted to miRNA deep sequencing. The sequence input for sequencing was limited to the 18–30 nt size range. FastQC comprised a per-base sequence quality assessment for each submitted sample (not shown). The general characteristics of the reads (e.g., read length distribution) obtained for the different libraries were assessed by LC Sciences. The raw data were filtered using a filter module in an in-house program to delete low-quality reads, 3’ adapter sequences, and contaminations. The sequences ≥18 nt of clean data were annotated in the Rfam database (http://www.sanger.ac.uk/software/Rfam) [39] to remove non-coding RNA (rRNA, tRNA, snRNA, snoRNA) and degradation fragments of mRNA. The remaining sequences were aligned against all nematode miRNAs listed in miRbase (Release 21, http://www.miRbase.org) [20,21]; perfectly matched sequences were considered conserved *D. immitis* miRNAs. Nematode species, for which miRNAs are available in miRNAse, are the following: *Brugia malayi*, *Ascaris suum*, *Haemonchus contortus*, *Heligmosomoides polygyrus*, *Strongyloides ratti*, *Caenorhabditis elegans*, *C. briggsae*, *C. brenneri*, *C. remanei*, *Pristionchus pacificus*, and *Panagrellus redivivus*. Reads were then assigned to groups reflecting the confidence level that these sequences are truly *D. immitis* miRNAs. These groups are based on genome mapping properties, secondary structure, and homology to known miRNAs. Group 1: the reads were mapped to miRNAs/pre-miRNAs of specific species in miRbase, and the pre-miRNAs were further mapped to a genome and EST; Group 2a: the reads were mapped to miRNAs/pre-miRNAs of selected species in miRbase, and the mapped pre-miRNAs were not further mapped to a genome, but the reads (and, of course, the miRNAs of the pre-miRNAs) were mapped to a genome. The extended genome sequences from the genome loci may form hairpins; Group 2b: the reads were mapped to miRNAs/pre-miRNAs of selected species in miRbase and the mapped pre-miRNAs were not further mapped to a genome, but the reads (and, of course, the miRNAs of the pre-miRNAs) were mapped to a genome. The extended genome sequences from the genome loci may not form hairpins; Group 3: the reads were mapped to miRNAs/pre-miRNAs of selected species in miRbase and the mapped pre-miRNAs were not further mapped to a genome, and the reads were not mapped to a genome, either, but the reads were mapped to the mature miRNAs; Group 4 (predicted candidates): the reads were not mapped to pre-miRNAs of selected species in miRbase, but the reads were mapped to a genome, and the extended genome sequences from the genome may form hairpins. The normalization of sequence counts from each sample (or dataset) was achieved by dividing the counts by a library size parameter of the corresponding sample. The library size parameter is a median value of the ratio between the counts of a specific sample and a pseudo-reference sample. A count number in the pseudo-reference sample is the count geometric mean across all samples (see [16]).

### 4.6. Predicted miRNA Targets and Pathway Enrichment

miRNA target prediction was performed using the standalone TargetScan software package v. 7 (http://www.targetscan.org) [40], implemented as a standalone workflow under iPortal [41] and openBIS [42], using default parameters. All host genes that were targeted at least twice, regardless of the context scores, were used in enrichment analyses. The R version of the WEB-based Gene SeT Analysis Toolkit (WebGestalt) [43,44] was employed for overrepresentation analysis (ORA) based on gene ontology “biological processes” [45], using default parameters, with FDR < 0.05. As a reference gene list, we employed the immunological signatures (collection C7) from the Molecular Signatures Database v 6.2 (Gene Set Enrichment Analysis database, http://software.broadinstitute.org/gsea/msigdb/index.jsp) [46,47].

## 5. Conclusions

Mature miRNA sequences shed by L3 and L4 overlapped largely, both qualitatively and quantitatively. Similarly, the laboratorial *D. immitis* strain did not significantly impact the excretory/secretory miRNA profile in vitro, regardless of their macrocyclic lactone susceptibility status. 

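L3 and L4 products shared 62 miRNA sequences, which took 98.6% to 99.8% of the counts in each L3 library and 99.4% to 99.8% in each L4 library. A further 34 sequences were counted in L3 libraries only and 86 in L4 libraries only. Those of L3 only had at most 14 counts, 33 were predicted candidates and 32 came from 1 library. Those of L4 only included asu-miR-83-3p_1ss20CT and bma-miR-307_1ss22GA, 55 were predicted candidates and 57 came from 1 library. The mean Spearman correlation was 0.618 within groups and 0.572 between the stages of a strain (difference 0.0462, one-sided exact permutation test, p = 0.02). The p was 0.17 with all libraries thinned to the same depth. In simulated libraries of 1 profile at these totals, 20 of 20 sets gave a p under 0.05 from the permutation test. Replicates in these sets varied less than edgeR's common dispersion of 3.06 implies, and they were scaled by total counts. That share can therefore not be carried over to the real libraries. The p of the real libraries also exceeded 0.05 without Yazoo L4 replicate 1 (p = 0.09 from the permutation test) or 2 (0.08), or without Missouri L4 replicate 1 (0.19), 2 (0.17) or 3 (0.33).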

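Libraries of different strains at one stage resembled each other about as much as replicates did. Strain goes together with RNA extraction here, and no strain change was simulated, so the power of this comparison is not known. The mean Spearman correlation between strains was 0.635, and the difference from that within groups was −0.0173 (one-sided exact permutation test, p = 0.79). Yazoo L4 against Missouri L4 gave a mean of 0.680 and Yazoo L3 against Missouri L3 a mean of 0.591. Among the abundant miRNAs, asu-let-7-5p took 1.43% ± 2.08 of the counts in Yazoo L4 and 0.208% ± 0.126 in Missouri L4 (SD, n = 3), and the libraries of the strains overlapped. The difference turned above 0 without Missouri L3 replicate 1 or 2 or Yazoo L4 replicate 2, with p at least 0.32 from the permutation test.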

The presence and temporal expression of the candidate miRNA biomarkers in vivo in biofluids of the canine host should be further investigated. The potential of L3- and L4-specific sequences as biomarkers of early heartworm infection remains to be assessed and validated in vivo using samples derived from experimentally and naturally infected dogs. Nevertheless, there are challenges associated with the limited biomass of such larval stages and sensitivity issues of the currently available miRNA detection assays.

## Figures and Tables

**Figure 1:**
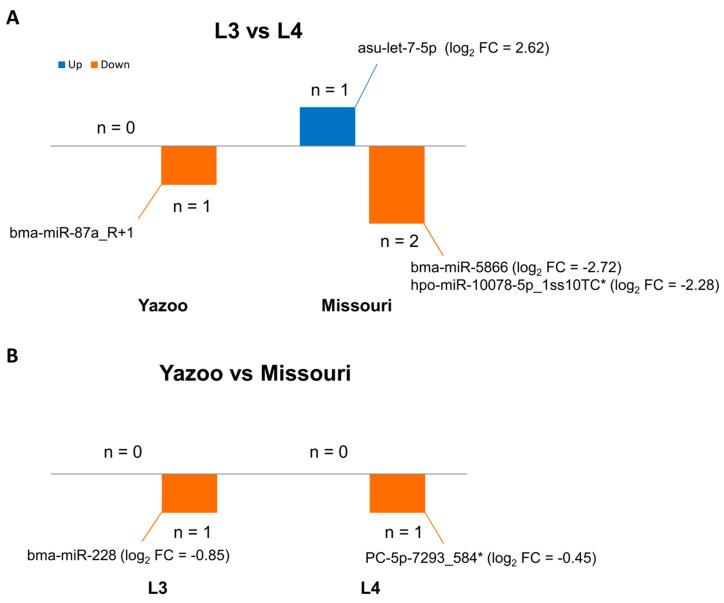
The number of differentially expressed miRNAs across pairwise comparisons. The differential expression was stratified by stages and strain. (**A**) Differentially expressed miRNAs between stages. For the Yazoo strain, bma-miR-87a_R+1 was absent in L3 secretions (hence, no fold-change). In the Missouri strain, asu-let-7-5p was more abundant in L3 compared to L4, and two sequences were less abundant in L3 compared to L4 (bma-miR-5866 and hpo-miR-10078-5p_1ss10TC). (**B**) Differentially expressed miRNAs between *D. immitis* strains. Bma-miR-228 was less abundant in Yazoo L3 (resistant to macrocyclic lactones) compared to Missouri L3 (susceptible to macrocyclic lactones); PC-5p-7293_584 was less abundant in Yazoo L4 compared to Missouri L4. * indicates ‘low confidence’ sequences, requiring validation. Log2 FC = log2 fold change in pairwise comparisons. All are statistically significant with a set *p*-value < 0.05.

**Figure 2:**
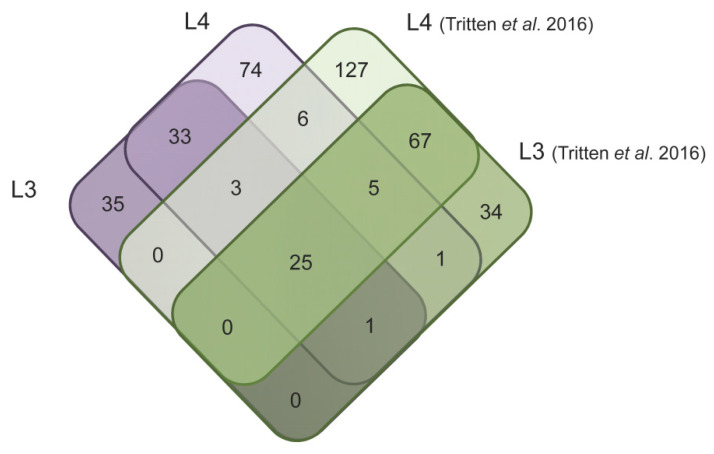
Venn diagram showing miRNAs common to datasets. Comparison of mature miRNA sequences across L3 and L4 secretions with a previous study [16]. Both strains of the current study were considered, as well as ‘low confidence’ sequences (e.g., not listed in miRBase), as they may include novel sequences.

**Figure 3:**
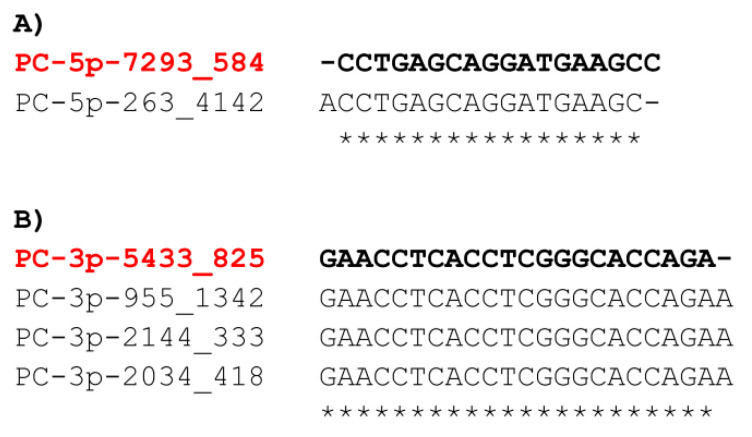
Sequence alignments of predicted candidates found in this study and previous reports. Sequences described in the current study are indicated in bold and red. (**A**) Alignments with PC-5p-7293_584. (**B**) Alignments with PC-3p-5433_825. Stars represent nucleotide matching positions in the predicted mature sequence. PC-5p-263_4142 and PC-3p-955_1342 were detected in vitro [16], while PC-3p-2144_333 and PC-3p-2034_418 were previously described in infected dogs (laboratory and natural infections) [9].

**Table 1:** Top 10 most abundant miRNAs. The ranking was established based on differential expression analysis for Yazoo and Missouri separately.

Top 10 Most Abundant miRNAs					Previous Study [16]	
	Yazoo L3	Missouri L3	Yazoo L4	Missouri L4	L3	L4
1	bma-miR-100a_R+1 **	bma-miR-100a_R+1 **	bma-miR-100a_R+1 **	bma-miR-100a_R+1 **	bma-lin-4	bma-lin-4
2	bma-miR-100b_R+2 *	bma-miR-100b_R+2 *	bma-lin-4 *	bma-lin-4 **	PC-3p-389_2939	bma-miR-92_R+2
3	bma-lin-4 *	bma-lin-4 *	bma-miR-100b_R+2 *	bma-miR-100b_R+2 *	asu-let-7-5p	asu-let-7-5p
4	bma-miR-100d_R+1 *	bma-miR-100d_R+1 *	bma-miR-100d_R+1 *	bma-miR-100d_R+1 *	bma-miR-100b_R+1	bma-miR-100a_R+1
5	asu-let-7-5p	asu-let-7-5p	bma-miR-81_R+1	bma-miR-81_R+1 *	bma-miR-100a_R+1	bma-miR-100b_R+1
6	bma-miR-100c_R+1_1ss12CT	bma-miR-81_R+1	bma-miR-100c_R+1_1ss12CT	bma-miR-57	bma-miR-92_R+2	bma-miR-57
7	**PC-5p-7293_584**	bma-miR-100c_R+1_1ss12CT	bma-miR-57	bma-miR-92_R+2	bma-miR-100d_R+1	bma-miR-100d_R+1
8	bma-miR-57	bma-miR-57	bma-miR-92_R+2	bma-miR-100c_R+1_1ss12CT	bma-miR-5364	PC-3p-389_2939
9	**PC-3p-5433_825**	**PC-5p-7293_584**	asu-let-7-5p	bma-miR-239-5p	bma-miR-228	bma-miR-5364
10	bma-miR-81_R+1	bma-miR-7_R+1_1ss10TA	**PC-3p-5433_825**	bma-miR-71_R+4	hco-miR-9	bma-bantam_R+1 (= bma-miR-81_R+1)

** present in >10,000 copies (normalized counts); * present in >1000 copies (normalized counts). ‘Predicted candidates’ of interest are bolded.

**Table 2:** Literature reportings of two predicted candidates in *D. immitis* and other filarial nematodes. Other filarial species included *Onchocerca ochengi*, *Loa loa*, *O. volvulus*, and *Litomosoides sigmodontis* * (studies based on host blood; [9,10,12,17]).

	In Supernatants? [16]	In Infected Dog Blood? [9]	In *D. immitis* Somatic miRNA Pool? [19]	In Other Filarial Species? *
PC-5p-7293_584	Yes	No	No	No
PC-3p-5433_825	Yes	Yes	No	No

**Table 3:** Overrepresentation analysis (gene ontology, biological processes) of predicted dog targets of *D. immitis* L3 and L4-derived miRNAs.

***D. immitis* L3 Gene Ontology—Biological Processes**			
**Gene Set**	**Description**	***p*-Value**	**FDR**
GO:0007389	pattern specification process	5.30 × 10^−8^	0
GO:0016579	protein de-ubiquitination	6.47 × 10^−8^	0
GO:0000122	negative regulation of transcription by RNA polymerase II	8.96 × 10^−8^	0
GO:0009952	anterior/posterior pattern specification	9.44 × 10^−8^	0
GO:0045934	negative regulation of nucleobase-containing compound metabolic process	1.94 × 10^−7^	0
***D. immitis* L4 Gene Ontology—Biological Processes**			
**Gene Set**	**Description**	***p*-Value**	**FDR**
GO:0015672	monovalent inorganic cation transport	4.65 × 10^−8^	0
GO:0098655	cation transmembrane transport	7.67 × 10^−8^	0
GO:0098662	inorganic cation transmembrane transport	7.84 × 10^−8^	0
GO:0000165	MAPK cascade	1.26 × 10^−7^	0
GO:0071804	cellular potassium ion transport	2.67× 10^−11^	4.45 × 10^−8^

**Table 4:** Experimental replicates and cultured larvae.

Experimental Replicate	*D. immitis* Strain	Number of L3 Cultured
1	Yazoo	3640
2	Yazoo	1560
3	Yazoo	1560
4	Missouri	3120
5	Missouri	1560
6	Missouri	780

## Data Availability

The raw data reads were deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE174744.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/pathogens10070786/s1: Table S1. miRNAs shed by two *D. immitis* strains, L3 and L4 stages in vitro; Table S2. miRNAs shed by *D. immitis* L3 in vitro (stratified by strain); Table S3. miRNAs shed by *D. immitis* L4 in vitro (stratified by strain); Table S4. miRNAs shed by *D. immitis* strain Yazoo in vitro (stratified by stage); Table S5. miRNAs shed by *D. immitis* strain Missouri in vitro (stratified by stage).

How the deposited data were processed for this re-analysis (not part of the article)

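miRNAs were sequenced from the medium of cultured *D. immitis* larvae of 2 strains, Yazoo and Missouri, at 2 stages, with 3 libraries for each strain and stage. All values come from 1 deposited table of the whole series with 186 named lines, and no column of another sample was present (0). Its expected counts, as the authors deposited them, are reads assigned to each miRNA, of which 46 values are not whole, as when reads are shared between lines. Its signal columns hold normalized counts, which the authors made by dividing each count by a library size parameter, the median ratio of a library to a reference of geometric means. The ratio of both columns was checked to be constant within each library. The predicted free energy of each hairpin, in kcal/mol, is the authors' own. The authors' processing before that, by a sequencing provider, filtered reads for quality and adapters, removed Rfam matches and aligned sequences to nematode miRNAs of miRBase. The aligner, its version and the genome build are not given in the sources used here.

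Counts of sequences on 2 lines (4 sequences) were summed and rounded, which left 182 sequences. edgeR 4.0.16 in R 4.3.3 fitted 1 model with a mean for each strain and stage to all 12 libraries, with the authors' library size parameters as effective library sizes, and the common dispersion was 3.06. Fold changes are L4 over L3, Yazoo over Missouri, and for the difference between strains Yazoo minus Missouri. All miRNAs with a count in the libraries compared were tested, at an adjusted p of 0.05 (Benjamini-Hochberg). In the contrasts over all 12 libraries, the fold change of many miRNAs at 0 in whole groups could not be estimated. These miRNAs still entered the adjustment. fry tested 8 lists in 5 contrasts, adjusted over all 40 tests. Detected miRNAs were counted after 100 random draws of each library to 2422 counts, with a minimum of 5. Profile similarity used Spearman's correlation of log2(normalized count + 1) and exact permutation of the labels of stage within strain or strain within stage. Ranks, expected counts at L3 depth and the numbers per stage have no test. The expected count multiplies a miRNA's share of the L4 counts of its strain by the total of an L3 library.

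The groups, tests, alternatives, lists and the rule for named miRNAs were fixed before the data were examined, but after the values of Tables S1 to S5 had been seen. The rule took every miRNA that the study names from these libraries in its text, Figure 1 or Table 1, and in each comparison the 10 with the largest log2 fold change among those with an adjusted p under 0.05 and no overlap between groups, which added only bma-lin-4 over both strains. The alternatives were other scalings (TMM, total counts, the median of ratios over 13 miRNAs), a minimum of 10 counts in 3 libraries (54 miRNAs), each 0 set to 4, 1 line per sequence, predicted candidates left out, DESeq2 1.42.0, limma 3.58.1 on log2(normalized count + 1), the study's own test with and without adjustment, only the groups compared, a block for the replicate number, and each replicate left out. Where 2 libraries of a group remained, all groups shared the spread. Pearson's correlation with pseudocounts of 0.5 and 10 was added after the data were seen, since a pseudocount cannot move ranks. The number of miRNAs whose groups do not overlap by chance was computed over all 20 arrangements of 3 against 3 libraries, also after the data were seen. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

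Table 4 lists cultures as replicates, and the methods describe L3 and L4 media of the same cultures, but no source ties a library number to a culture. Correlations of residuals between libraries of the same number, over 54 miRNAs, ran from −0.078 to 0.353 between stages of a strain and from −0.597 to 0.261 between strains, so the numbers were used as a block only as an alternative.

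The scripts were tested on simulated counts with the real totals and group means. For the stage over both strains, in 20 sets of 182 miRNAs, edgeR called 6.51% of 292 miRNAs changed 8-fold, 24.6% of 317 changed 32-fold and 0.06% of 1808 unchanged. All calls of changed miRNAs were in the planted direction, while lower changes were not planted and the direction of unchanged miRNAs was not scored. With the filter these shares were 22.3%, 65.0% and 1.03%, of 121, 137 and 774 miRNAs, and DESeq2 gave 9.59%, 27.1% and 0.61%, and limma 8.90%, 23.7% and 0.39%. fry called the changed list in 20 of 20 sets and an unchanged list in 8 of 20. In 20 sets drawn from 1 profile at the real totals, the thinned numbers of detected miRNAs differed in 0 sets at an unadjusted p under 0.05 and the unthinned in 20, while profiles of the stages differed in 20 sets, or 4 after thinning. In 20 sets with a changed profile, the thinned numbers differed in 10 and the profiles of the stages in 20. Replicates in both kinds of set varied less than edgeR's common dispersion of 3.06 implies, and their profiles were scaled by total counts. Item lines withheld from the table are not analysed here, and the raw reads, the predicted targets and the earlier study that the paper compares with were not used.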

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

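The regressions of counts on library totals, and the limits by which the tests of depth, scaling and other splits of the libraries are read, were chosen after the results were seen.

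PC-3p-15043_251, an 18-nt predicted candidate that the paper does not discuss, was counted in every library, at least 24 times. asu-miR-9-5p, a homolog of a neural miRNA, of which the paper lists only a relative from an earlier study, was also counted in every library, at least 5 times.

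More miRNAs were detected in L4 than in L3 libraries, and L3 and L4 profiles were less alike than replicates. Detection at equal depth differed by −0.058 miRNAs, against 31.3 on all counts, so that a difference in library depth may account for much of the higher number in L4. At a minimum of 1 count in place of 5 it differed by 6.46 (exact permutation test, p = 0.155). The table holds almost no counts under 5 before thinning. Rare miRNAs are thus missing from shallow L3 libraries but can appear in thinned L4 libraries, which favors L4 at a minimum of 1 count. The profile difference was 0.0221 at equal depth, under the 0.0462 on all counts, with p = 0.17 in the exact permutation test; depth and stage cannot be told apart here, since each L4 library is deeper than each L3 library. Other splits do not bear on these single values, whose permutation tests stand beside them. A release of more kinds of miRNA by L4 than by L3 stays open as untested.

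bma-lin-4 was higher in L4, with a log2 fold change of 1.63 (SE 0.41) under the authors' scaling. Under total counts it was 0.52 (SE 0.30, adjusted p = 0.847 from edgeR, 0.000991 to 1.00 over its settings), and 0 of 3 other scalings called it, as the fold change dropped. The authors' scaling may therefore carry the call, while the fold change stayed above 0 under each scaling. Of 100 splits of the libraries, only the real one gave as many calls (1, the highest other 0). Each L4 library is deeper than each L3 library, so the splits cannot separate stage from depth. A replicate block (adjusted p = 0.0567 from edgeR) or the omission of any of 4 libraries takes the call away. An unadjusted p under 0.05 was as frequent in another split (26) as in the real one (24), so chance is not excluded for this 1 call. A higher release of bma-lin-4 by L4 stays open, because library size and stage go together.

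Counts of 10 of the 13 miRNAs counted in every library rose with the library total within groups, by slopes of log2 count on log2 total at least 2 standard errors above 0. That of PC-3p-15043_251 was −0.358 (SE 0.124), with 24 to 100 counts at totals from 2422 to 261543.5, which is consistent with a background that does not follow the larval miRNAs. For asu-let-7-5p the slope was 0.37 (SE 0.383) and for PC-5p-7293_584 it was 0.609 (SE 0.394); for these a background cannot be told apart from larval release, since both 0 and 1 lie within 2 standard errors. A background of this kind would raise the normalized counts in the shallow L3 libraries, where asu-let-7-5p and PC-5p-7293_584 stood higher, and a real L3 excess remains open.

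For the 4 comparisons of 3 against 3 libraries, the 10 splits each are too few for a share under 0.05. All splits (10, 10, 10 and 10 in Yazoo L4 against L3, Missouri L4 against L3, Yazoo against Missouri in L3 and in L4) gave at least as many calls as the real 0, and the highest other was 0, 0, 1 and 0. For the strain over both stages, the difference between strains and the lists, 100, 100 and 100 of 100 splits gave at least the real 0, with the highest other at 1, 0 and 0; any split reaches a real 0, so these splits cannot exclude chance and are no test of it.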

How the results depend on the processing

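Among the alternatives reported here, only Pearson's correlation with pseudocounts of 0.5 and 10 was chosen after the data were seen. Of the values of comparisons and summaries under alternatives other than leaving out a library, 110 kept their direction and side of the threshold, 13 gained and 14 lost the threshold or fell to a smaller count, 7 reversed and 4 moved; when each library was left out, 205 kept theirs, 7 gained, 6 lost and 10 reversed. For single miRNAs, ranks and folds, 100 kept theirs, 8 gained, 5 lost, 3 reversed and 1 moved, and with a library left out 139 kept, 4 lost and 1 moved. Against the authors' scaling, the mean log2 library size of a group moves the level of L4 over L3 by −1.06 in Yazoo and −1.21 in Missouri under TMM, by −0.60 and −1.31 under total counts and by −0.37 and −0.83 under the median of ratios, and that of Yazoo over Missouri by 0.31, −0.12 and −0.17 in L3 and 0.46, 0.59 and 0.29 in L4. Single miRNAs move by more or less than this, since a scaling also changes the weight and spread of replicates, and the cause was not tested. Depth limits every value of an L3 library, where a listed 0 may hide up to 4 counts.

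Calls over both strains (1) became 0 under TMM, 1 lower (asu-let-7-5p) under total counts, 0 under the median of ratios, 5 with the filter, 148 (131 lower) with each 0 set to 4, 4 without predicted candidates, 0 with DESeq2, 7 with limma and 0 with the replicate block, where bma-lin-4 had 1.51 (adjusted p = 0.0567 from edgeR, 0.000991 to 1.00 over its settings). Calls in Missouri (0) became 2 under TMM, 1 under total counts, 70 (55 lower) with each 0 set to 4, 10 with limma and 3 with the study's unadjusted test, which gave 1 in Yazoo, 1 in L3 and 1 in L4 and 0 in each when adjusted. For the strain over both stages, each 0 set to 4 gave 1 (bma-miR-7_R+1_1ss10TA, lower). A 4 in place of a 0 equals more normalized counts where the library size parameter is small, as in most L3 libraries. Lower calls in L4 under this setting are therefore partly built in. With a replicate block, 14 results kept their side and 2 lost it, and detection gave −0.058 (exact permutation test, p = 0.969).

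With a library left out, calls ran from 0 to 8 over both strains (8 without Missouri L3 replicate 2, 5 without Yazoo L4 replicate 3, 2 without Yazoo L4 replicate 1, 0 without Yazoo L3 replicate 3), from 0 to 3 in Missouri (3 without Missouri L3 replicate 2, 1 without Missouri L4 replicate 3), from 0 to 1 in L3 and from 0 to 1 for the difference between strains. Detection ran from −1.48 to 2.1 (2.1 without Missouri L4 replicate 2), the profile difference of stages from 0.0075 to 0.0844 and that of strains from −0.0312 to 0.0096.

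PC-5p-7293_584 in L4 became 0.16 under TMM and 0.11 under total counts, and hpo-miR-10078-5p_1ss10TC in Missouri −0.46 with each 0 set to 4. Detection became 0.57 at a minimum of 10 counts, 6.46 at 1 count, 0.602 when thinned somewhat further, 31.3 without thinning and 1.58 without predicted candidates. The profile difference of stages was 0.0221 when thinned. The mean expected count was 0.844 and 18.0 for bma-miR-87a_R+1 in Missouri (7.68) and 1.91 and 7.85 for bma-miR-5866 in Yazoo (4.39) at the lowest and highest L4 library share. With at least 10 counts in place of normalized counts, L3 had 45 and L4 92 miRNAs. Of the sequences detected in L3 (96), L4 (148) and both (62), 47 in L3 and 84 in L4 were in at least 2 libraries, and 22, 48 and 21 in all 3 libraries of a group. At 10 normalized counts, 40 in L3 were in at least 2 libraries, and 20 in L3 and 33 in L4 in all 3 of a group.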

Differences from the paper's values

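No test reported here was chosen after the result was seen, except the study's own test, which was identified from the p-values in the paper's tables.

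The normalized count of PC-5p-7293_584 in Yazoo L3 was 393 here and 191 in the paper, and in Missouri L3 it was 191 here and 393 in the paper. With the groups exchanged, the paper's values equal those found here, while its ranks, 7 in Yazoo L3 and 9 in Missouri L3, are those found here without an exchange. Of the alternatives set before the data were examined, Yazoo L3 without replicate 3 (335) and Missouri L3 without replicate 1 (270) no longer differed from the paper's values by more than the spread; the median (467 and 253), Yazoo L3 without replicate 1 (488) or 2 (357) and Missouri L3 without replicate 2 (142) or 3 (160) did.

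Numbers apart by at most a factor of 1.5 were taken as not differing. The paper used 94 L4 miRNAs of groups 1, 2a, 2b and 4 with at least 10 copies. Here 53 were found at 10 normalized counts, whereas 10 deposited counts gave 92, which does not differ by this rule. For L3 the paper used 58, and 72 were found at 10 normalized and 45 at 10 deposited counts, both within that factor. Neither scale gives both numbers of the paper exactly, but deposited counts lie within the factor for both stages. Of the other alternatives set before the data were examined, at least 2 libraries (44), all 3 libraries of a group (33), lines in place of sequences (55) and each library left out (49 to 53) still differed.

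The paper's tables call 1 miRNA between strains in L3, 1 in L4, 1 between stages in Yazoo and 3 in Missouri at an unadjusted p of at most 0.05, whereas edgeR called 0 in each at an adjusted p under 0.05. At the paper's threshold, the study's own test on the deposited normalized counts gave 1, 1, 1 and 3, the same miRNAs that the paper names. Since that test was chosen to match the p-values in the paper's tables, this agreement is no independent evidence. Of the alternatives set before the data were examined, TMM in Missouri (2 calls) also lay within a factor of 1.5 of the paper's number. So did omitting Missouri L3 replicate 2 (1 call in L3 and 3 in Missouri, other miRNAs than the paper names). All others differed, among them total counts (1), each 0 set to 4 (70) and limma (10) in Missouri. asu-let-7-5p was called lower in Missouri L4 under TMM, total counts and with each 0 set to 4, and bma-miR-87a_R+1 was called higher in L4 over both strains by limma.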

Other observations

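No test reported here was chosen after the result was seen; the miRNAs named were singled out after their values were seen.

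Besides the miRNAs that the paper discusses, homologs of the muscle and nerve miRNAs miR-1, miR-9, miR-124 and miR-133 were counted in medium of both stages, and their fold changes did not share a direction. bma-miR-124_R-1 had a log2 fold change from L3 to L4 over both strains of −1.31 (SE 1.47) and bma-miR-133_L+1 of 0.02 (SE 1.53), adjusted p = 1.00 from edgeR for both. ppc-miR-1_R+1, a muscle miRNA, was counted in every library except Missouri L3 replicates 1 and 3, with up to 3293 counts in Missouri L4 replicate 3, and asu-miR-9-5p reached 3989 counts in the same library. Over both strains ppc-miR-1_R+1 and asu-miR-9-5p did not pass edgeR's test between stages, with adjusted p = 0.207 and 0.231. On the authors' scaling, but not as a share of counts, asu-miR-993-3p and bma-miR-5360_R-1 were higher in each of the 6 L4 libraries than in each of the 6 L3 libraries, without passing edgeR's test. limma called both over both strains, and edgeR called asu-miR-993-3p without Yazoo L3 replicate 2 and bma-miR-5360_R-1 with the count filter, without predicted candidates and without Yazoo L3 replicate 1, Missouri L3 replicate 2 or Yazoo L4 replicate 3. asu-miR-993-3p had 11.1 ± 19.2 normalized counts in Yazoo L3 and 97.4 ± 79.3 in Yazoo L4, and 24.8 ± 21.6 in Missouri L3 and 149 ± 104 in Missouri L4 (SD, n = 3), a log2 fold change of 2.81 (SE 1.07, adjusted p = 0.148 from edgeR).

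PC-3p-15043_251, ATATGTTTTCTGAAATAA, ranked 12 in Yazoo L3 and 11 in Missouri L3, and 25 and 39 in Yazoo and Missouri L4. Its precursor lies at positions 383 to 492 of the minus strand of a contig, differs from it by A10C (precursor base, position from 1 at the 5′ end of the mature sequence, mature base) and has a predicted free energy of −16.5 kcal/mol.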
